# Pleiotropic tumor suppressor functions of WWOX antagonize metastasis

**DOI:** 10.1038/s41392-020-0136-8

**Published:** 2020-04-17

**Authors:** Saleh Khawaled, Giovanni Nigita, Rosario Distefano, Sara Oster, Sung-Suk Suh, Yoav Smith, Abed Khalaileh, Yong Peng, Carlo M. Croce, Tamar Geiger, Victoria L. Seewaldt, Rami I. Aqeilan

**Keywords:** Genetics research, Metastasis

## Abstract

Tumor progression and metastasis are the major causes of death among cancer associated mortality. Metastatic cells acquire features of migration and invasion and usually undergo epithelia-mesenchymal transition (EMT). Acquirement of these various hallmarks rely on different cellular pathways, including TGF-β and Wnt signaling. Recently, we reported that WW domain-containing oxidoreductase (*WWOX*) acts as a tumor suppressor and has anti-metastatic activities involving regulation of several key microRNAs (miRNAs) in triple-negative breast cancer (TNBC). Here, we report that WWOX restoration in highly metastatic MDA-MB435S cancer cells alters mRNA expression profiles; further, WWOX interacts with various proteins to exert its tumor suppressor function. Careful alignment and analysis of gene and miRNA expression in these cells revealed profound changes in cellular pathways mediating adhesion, invasion and motility. We further demonstrate that WWOX, through regulation of miR-146a levels, regulates SMAD3, which is a member of the TGF-β signaling pathway. Moreover, proteomic analysis of WWOX partners revealed regulation of the Wnt-signaling activation through physical interaction with Disheveled. Altogether, these findings underscore a significant role for WWOX in antagonizing metastasis, further highlighting its role and therapeutic potential in suppressing tumor progression.

## Introduction

Metastasis is responsible for as much as 90% of cancer associated mortality. During metastasis, a cancer cell from the primary tumor invades the surrounding tissue of the tumor, enters into the bloodstream (intravasation), survives as it moves through the blood stream into distant tissues, exits the bloodstream (extravasation), survives the microenvironment of the distant tissue and finally colonizes in a new microenvironment where it begins to proliferate.^1,2^ Cells that leave the primary tumor and initiate the metastatic process must acquire the capabilities of migration and invasion; cells usually acquire these mesenchymal traits as a consequence of epithelial-to-mesenchymal transition (EMT). In general, the metastatic cascade can be divided into two main stages: physical translocation of a cancer cell from the primary tumor to a distant site in a distant tissue and colonization of the cells at the distant site.^3^ The latter step depends on the ability of the cancer cells to revert back to an epithelial state as a consequence of the mesenchymal-to-epithelial (MET) process. Several genes and circuits have been proposed to regulate EMT, MET and metastasis, among which are the Wnt and TGFβ pathways.

The Wnt signaling pathway is involved in many processes that are essential for development, adult homeostasis and tumorigenesis.^4,5^ This signaling can be divided into canonical and non-canonical pathways. The canonical pathway requires Wnt ligand binding to the Frizzled receptors as well as to the LRP5/6 co-receptors to initiate intracellular signaling via β-catenin nuclear translocation. Wnt ligand binding to Frizzled receptors in association with LRP5/6 induces dishevelled (DVL) phosphorylation, which subsequently recruits Axin, thereby deconstructing the degradation complex and achieving β-catenin stabilization and subsequent nuclear translocation.^6–9^ The non-canonical pathway, which is often referred to as the β-catenin-independent pathway, is subclassified into two kinds: the planar cell polarity pathway, which involves jun N-terminal kinase (JNK), and the Wnt/Ca2+ pathway. Several lines of evidence have associated Wnt signaling with EMT and metastasis.^10–12^ Recently, by combining a screen of human breast cancer samples with meta-analysis of previous breast cancer microarray studies, it has been shown that the Wnt pathway is more active in TNBC subtypes than it is in other subtypes. Moreover, increased Wnt/β-catenin signaling is associated with tumors of high grade and poor prognosis and with metastatic disease, especially in the brain and the lungs.^13^

The TGFβ pathway signals through well characterized transmembrane serine-threonine kinase receptors and intracellular signaling molecules of the SMAD family. Their biological effects are context dependent, and they vary based on tissue type and the activity of other intracellular signaling pathways in the cell. They are potent negative growth regulators that can induce differentiation, apoptosis, cell migration, adhesion, and extracellular matrix deposition. Although TGFβ is a strong growth inhibitor, elevated TGFβ signaling in tumors contributes to carcinoma progression and metastasis.^14^ In many types of cells, TGFβ-induced growth inhibition is mediated through SMAD-dependent inhibition of the expression of the c-MYC oncogene, cyclin-dependent kinases (CDKs) and CDC25A.^15,16^ It is poorly understood how TGFβ switches from a tumor suppressor to a promoter of tumorigenesis and metastasis. One study suggested that this switch occurs due to other proteins, such as 14-3-3ζ.^17^ In a different study, it was shown that TGFβ, which is produced abundantly by stromal cells, stimulates the expression of ANGPTL4, which itself disrupts the capillary vascular endothelial cell junctions and enables dissemination of breast cancer cells to initiate lung metastasis.^18^ Identifying novel regulators of Wnt and TGFβ signaling pathways would greatly enhance our understanding and management of metastasis.

The WW domain-containing oxidoreductase (*WWOX*) gene spans a genomic locus of more than 1 Mbp; the gene contains nine exons and encodes an open reading frame of 1245 bp. The gene spans the fragile site FRA16D and includes a genomic region involved in chromosome translocation in multiple myelomas and hemi- and homozygous deletions (HDs) in cancers. WWOX protein expression, by means of immunohistochemistry and Western blot, was shown to be reduced or lost in many malignancies,^19–21^ and it has been associated with clinical or pathological parameters^20,22–26^ and with poor prognosis.^27–29^ In a comprehensive study that included 3131 cancer specimens, a high-resolution analysis of somatic copy-number alterations revealed that deletion of *WWOX* is a common event in human cancer.^30^ Modeling loss of WWOX expression in murine mammary gland epithelium resulted in increased incidence of TNBC-like and basal-like breast cancer (BLBC) tumors.^31–33^ Indeed, both low copy number and reduced mRNA expression of WWOX are associated with advanced stages of TNBC, implying that WWOX plays a significant role in TNBC progression.^34^ WWOX mediates many of its functions through its ability to interact with other proteins via its WW1 domain.^35–37^ Our recent observations demonstrated that WWOX can regulate the levels of several miRNAs, which regulates TNBC metastasis.^34^ In particular, we showed that WWOX could regulate the c-MYC/miR-146a/Fibronectin axis to antagonize TNBC invasion and tumor growth.^33,34^ In other reports, it has been proposed that WWOX loss promotes metastasis of TNBC cells through regulating the JAK2/STAT3 axis,^38,39^ further emphasizing the role of WWOX in antagonizing tumorigenesis. Moreover, a recent study showed that WWOX-deficient metastatic cells actively evade WWOX positive cells in their environment and then utilize various signaling pathways in order to force WWOX positive cells to undergo apoptosis, allowing further progression of metastasis.^40^ These observations and others prompted us to further investigate possible roles of the tumor suppressor WWOX in cancer progression and metastasis.

In this study, we aimed to identify comprehensive molecular and proteomic changes in WWOX-expressing cancer cell lines. By combining mRNAs and miRNAs data analysis we found that adhesion, motility and invasion promoting cellular pathways are downregulated upon WWOX restoration. Of particular interest, both Wnt and TGF-β signaling pathways were significantly enriched. Moreover, we validated that miR-146a also targets SMAD3, an activator of TGF-β signaling. By using proteomics, we demonstrated that WWOX specifically interacts with several proteins, some of which were novel and some that were known. We confirmed that WWOX interacts with DVL2 and demonstrated that it negatively regulates Wnt/b-catenin signaling in TNBC cells. These findings further imply that WWOX performs a plethora of tumor suppressor functions, including antagonizing cancer development and progression.

## Results

### WWOX restoration in highly metastatic cancer cells alters mRNA expression

Our previous work demonstrated that changes to WWOX are common in several cancers, and such changes are correlated with poor prognosis, including in BLBC and TNBC.^31,33,34^ To further analyze the effect of WWOX on metastasis formation, we studied the differential expression of mRNAs using an Affymetrix GeneChip in WWOX-expressing and deficient metastatic cells. To this end, we performed mRNA profiling of MDA-MB435S metastatic melanoma cells expressing an empty-vector (EV), WWOX and a WWOX-WFPA mutant (Supplemental Fig. 1). 

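WWOX itself was read by 5 probe sets. At the one with the highest mean over all 9 arrays, its log2 expression was 8.94 ± 0.284 (SD, n = 3 arrays) in EV cells, 10.24 ± 0.118 (SD, n = 3) in WFPA cells and 10.66 ± 0.276 (SD, n = 3) in WWOX cells. WWOX cells lay 1.07 above the mean of EV and WFPA cells (standard error 0.151, adjusted p = 0.00159 from limma), and their arrays overlapped with those of WFPA cells. WFPA cells lay 1.30 above EV cells (standard error 0.174, adjusted p = 0.00285 from limma) at this probe set. At a second, dimmer probe set the levels were 4.49 ± 0.314, 7.64 ± 0.0684 and 8.18 ± 0.297 (SD, n = 3 each) in EV, WFPA and WWOX cells. The other 3 WWOX probe sets had no called change between WWOX cells and the other groups, with limma adjusted p-values of 0.399, 0.45 and 0.603. The brightest of these 3 was lower in WFPA than in EV cells, by 0.73 (standard error 0.177, adjusted p = 0.0433 from limma, under 2-fold). Without WWOX replicate 1 or WWOX replicate 2 the change at the brightest probe set was just under 2-fold, and Bonferroni adjustment, the mean of all probe sets and a fit of EV and WFPA arrays as 1 group also ended its call.

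**Figure D1:**
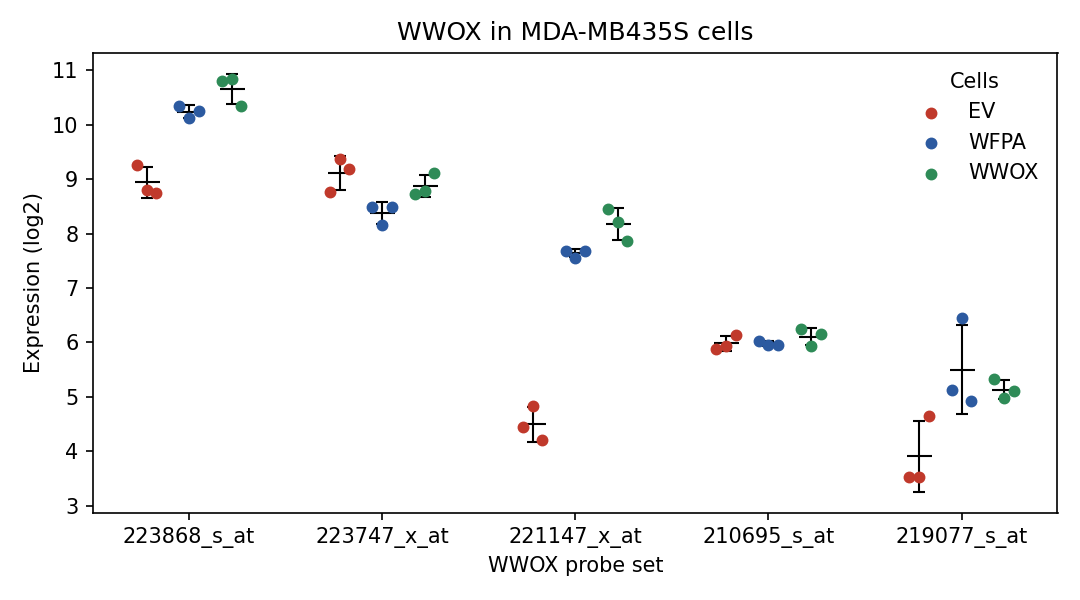
Log2 expression at the 5 WWOX probe sets (x axis), 1 point per array, with the mean and SD of 3 arrays in black, in EV, WFPA and WWOX cells. In the 2 probe sets that rose, EV means are 8.94 and 4.49, and WWOX means 10.66 and 8.18.

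MDA-MB435S is a metastatic melanoma line, and the 3 groups of cells differ in the construct they carry. RNA of each group was hybridized to 3 Affymetrix U133 Plus 2.0 arrays. The authors processed the scans in Partek Genomics Suite, and the deposited values are log2 intensities. Of 54675 probe sets, 62 array controls were set aside and 54613 were tested. A mean was fitted for each group in limma, and WWOX was compared with the mean of EV and WFPA, as in Fig. 1c. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. A gene's value is that of its probe set with the highest mean over all 9 arrays. The legend of Fig. 1b speaks of replicates from each clone, and the sources do not say whether the 3 arrays of a group come from separate cultures. All p-values therefore measure only the spread between arrays. In the deposited labels the lentiviral vector field of the EV arrays names wild-type WWOX and that of the WWOX arrays names no construct. The EV names themselves carry the addition wox+. The names, which are those in the key of Fig. 1a, were used, and the WWOX levels above run the way of these names (8.94 in EV and 10.66 in WWOX cells).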

The latter mutation has been shown to disrupt WWOX interaction with other proteins and abrogate the tumor suppressor activity of WWOX.^35,41^ 

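The calcium-binding protein S100B, a marker of melanocytic and glial cells, rose from a log2 expression of 5.55 ± 0.23 (SD, n = 3 arrays) in EV cells and 6.31 ± 0.44 in WFPA cells to 12.23 ± 0.233 in WWOX cells. This was a change of 6.30 against the mean of both groups (standard error 0.193, adjusted p = 1.9e-07 from limma). SOX10, the transcription factor of neural crest and pigment cells, rose by 5.43 (standard error 0.103, adjusted p = 3.87e-08 from limma), from 4.89 ± 0.197 and 5.33 ± 0.0931 to 10.55 ± 0.112 (SD, n = 3 each). The matrix protein MGP rose by 5.74 and the proton pump subunit ATP6V0D2 by 5.59. MGP was also higher in WFPA than in EV cells, by 1.80 (adjusted p = 1.17e-04 from limma). The paralogs ROPN1B and ROPN1, which encode sperm flagellum proteins and share sequence, rose by 5.25 and 5.03. Large rises were also seen in LINC00326 (6.97), TMTC1 (6.34), SYTL5 (6.11), ATP13A4-AS1 (5.30), LOC105374042 (5.26) and SLC35F1 (5.01). The EV levels of LINC00326 (3.45), TMTC1 (3.36), LOC105374042 (2.38) and MGP (3.96) lay under the lower quartile of the arrays (4.23 to 4.34), as did the WWOX levels of IL18 (3.56) and ZNF570 (3.85). The file gives no background, so the sizes and the order of these changes are uncertain.
The largest fall was in the long noncoding RNA LINC00922, from 10.30 ± 0.0261 in EV cells and 10.31 ± 0.107 in WFPA cells to 6.43 ± 0.253 in WWOX cells (SD, n = 3 each). It fell by 3.88 on the log2 scale (standard error 0.111, adjusted p = 1.33e-07 from limma). The zinc finger gene ZNF662 fell by 3.70, the inflammatory cytokine IL18 by 3.31 and the pregnancy-specific glycoprotein PSG2 by 3.17. PTPRC, which encodes the leukocyte phosphatase CD45, fell by 3.30 (standard error 0.211, adjusted p = 1.29e-05 from limma), and was itself lower in WFPA than in EV cells by 2.21 (adjusted p = 9.98e-04 from limma). Further changes among the 12 largest falls were TMEM52B (-3.79), SHOC1 (-3.47), RPH3AL (-3.46), C6orf141 (-3.44), KRABD1 (-3.36), LOC105377276 (-3.36) and ZNF570 (-3.15). The call of TMEM52B ended with Bonferroni adjustment. ZNF570 has 2 probe sets, and in 5 of the 9 fits without 1 array the other was the brighter, with changes of -1.23 to -1.31. In each of these 24 genes all 3 WWOX arrays lay beyond all 6 others, as the choice of the genes required.

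**Figure D2:**
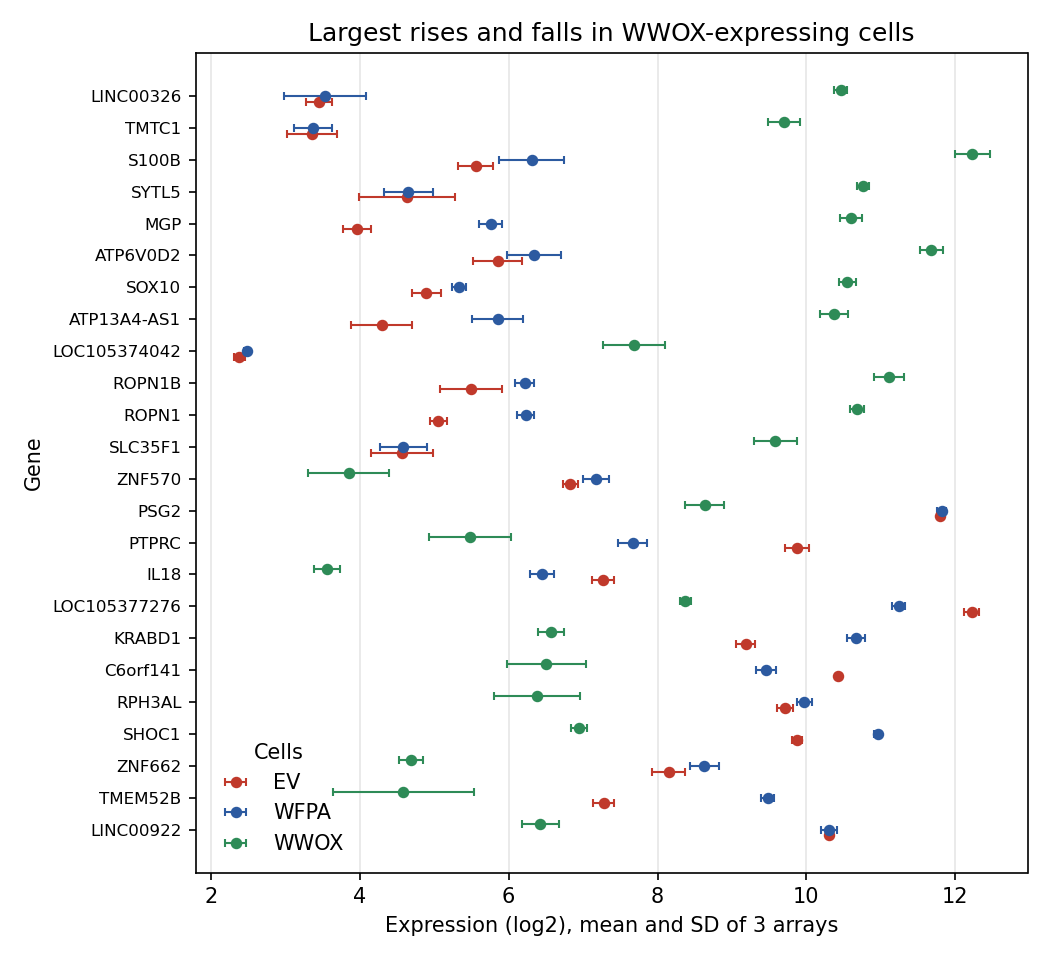
Log2 expression (x axis) of the 12 genes with the largest rise and the 12 with the largest fall in WWOX cells, with points at the mean of 3 arrays and bars of 1 SD for EV, WFPA and WWOX cells. S100B stands at 12.23 in WWOX cells against 5.55 and 6.31, and LINC00922 at 6.43 against 10.30 and 10.31.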

The analysis revealed numerous changes in gene expression in WWOX-expressing cells when compared to the control and mutant cells (Supplementary Table 1). Indeed, hierarchical unsupervised clustering of the differentially expressed genes revealed two major clusters (Fig. 1a). 

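Over the 1766 probe sets that limma called between WWOX cells and the mean of EV and WFPA cells, the first split of the tree parted the 3 WWOX arrays from the 6 others. The next split parted the EV from the WFPA arrays. These probe sets were selected for that comparison, so the first split follows from their choice. Over all 54613 probe sets, with no selection, the first split again set the WWOX arrays apart. The next one then separated WWOX replicate 3 from the other two WWOX arrays. Complete linkage, and 1 minus the Pearson correlation as distance, gave the same first split. Across probe sets, the Pearson correlation was 0.994 to 0.996 between EV arrays, 0.996 between WFPA arrays and 0.987 to 0.993 between WWOX arrays. It was 0.988 to 0.989 between EV and WFPA arrays, 0.977 to 0.984 between EV and WWOX arrays and 0.975 to 0.983 between WFPA and WWOX arrays.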

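The WWOX arrays had scores of 56.6, 69.2 and 85.0 on the first principal component of all 54613 probe sets. The EV arrays had scores of -26.9 to -29.5 and the WFPA arrays of -40.2 to -42.9 on it. This component held 45.3% of the variance. The second component, with 21.1%, parted EV from WFPA cells, with scores of -43.3 to -46.4 for EV arrays and 38.4 to 40.1 for WFPA arrays. The third, with 11%, parted WWOX replicate 3, at 54.8, from the WWOX arrays at -42.3 and -25.2. The root mean square difference between group means was 0.363 log2 units for EV and WFPA cells, 0.474 for EV and WWOX cells and 0.502 for WFPA and WWOX cells. Within groups, the spread between arrays was 0.206 (SD) in EV, 0.186 in WFPA and 0.285 in WWOX cells. WWOX arrays differed from the mean of the 6 others by 0.453, more than any of the other 83 choices of 3 arrays (highest 0.368). The exact one-sided permutation p is 0.0119, the smallest that 84 choices can give.

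**Figure D3:**
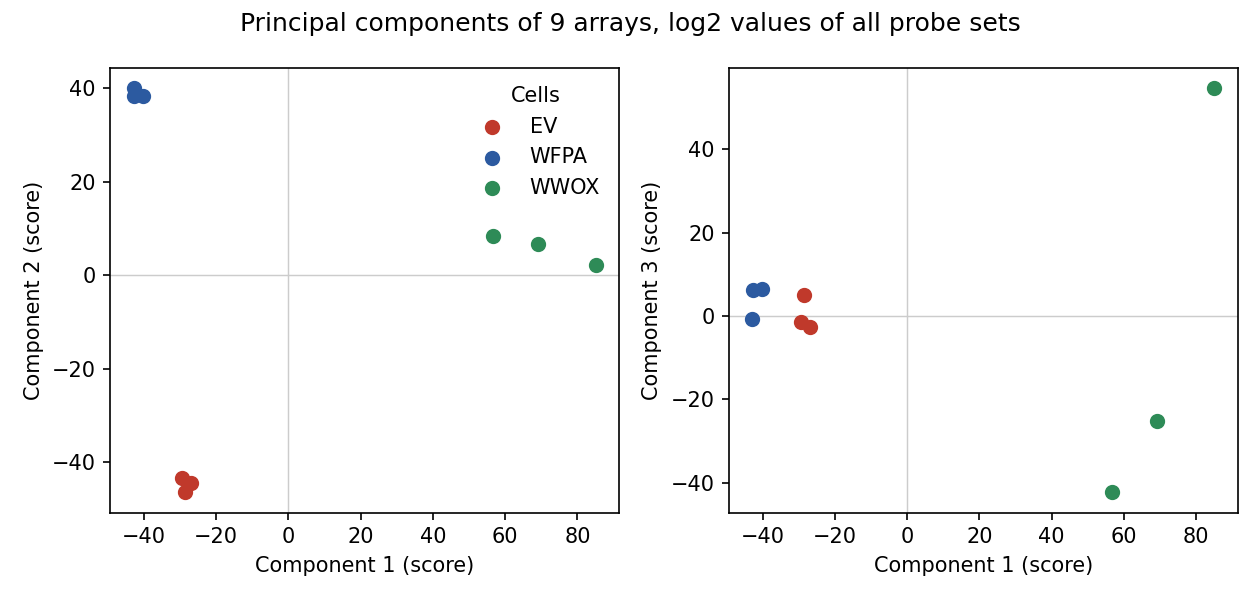
Scores of the 9 arrays on component 1 against components 2 and 3, 1 point per array. The WWOX arrays lie at 56.6 to 85.0 on component 1, and component 2 sets EV (-43.3 to -46.4) against WFPA arrays (38.4 to 40.1).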

A three-dimensional principal component analysis (PCA) confirmed this clustering, clearly showing that EV (red) and WFPA (blue) cells clustered together apart from the WWOX (green) cells (Fig. 1b). When analyzing the differentially expressed genes we found 833 downregulated genes and 724 upregulated genes (Fig. 1c, Supplemental Table 1). 

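In WWOX cells 799 probe sets were higher and 967 lower than the mean of EV and WFPA cells at an adjusted p under 0.05 from limma and at least 2-fold. They are 3.23% of the probe sets tested, and read 486 genes with a higher and 650 with a lower probe set, 1 of them in both directions. With the 4-fold limit that the methods name, 268 probe sets were higher and 144 lower. Without a fold limit 8922 passed the adjusted p.
Against EV cells alone 904 probe sets were higher and 894 lower in WWOX cells, and against WFPA cells alone 822 were higher and 1351 lower. Changed the same way in both comparisons were 571 higher and 462 lower probe sets, and 615 and 715 without WWOX replicate 1. Independent lists of these sizes share 13.6 and 22.1. Both comparisons use the same 3 WWOX arrays, which are too few to split, so part of the excess may come from the shared arrays. Among the 799 higher probe sets, 106 were called against WFPA cells only and 108 against EV cells only. Among the 967 lower probe sets, 335 were called against WFPA cells only and 159 against EV cells only. Another 20 probe sets went opposite ways against EV and WFPA cells. The mutant cells were not the same as EV cells, since 687 probe sets were higher and 259 lower in WFPA than in EV cells, and 355 of the 1766 calls were also called between these groups. Every one of the 1332 probe sets of Table S1 was in the deposited values. Each had the direction the table gives it and a log2 change within 0.001 of it.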

We then further examined these differentially expressed genes by performing pathway enrichment analysis. 

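Claudin 1 (CLDN1), a protein of tight junctions, fell from a log2 expression of 9.38 ± 0.121 in EV cells and 9.81 ± 0.165 in WFPA cells to 7.06 ± 0.414 in WWOX cells (SD, n = 3 arrays each). This was a fall of 2.54 (standard error 0.166, adjusted p = 1.45e-05 from limma). E-cadherin (CDH1), the main adhesion protein of epithelial junctions, was 4.54 ± 0.244 in WWOX cells, 4.67 ± 0.288 in EV cells and 7.78 ± 0.111 in WFPA cells (SD, n = 3 each). In contrast to the other genes given here with an adjusted p, its WWOX arrays did not all lie beyond the 6 others. Its change of -1.68 (standard error 0.145, adjusted p = 8.34e-05 from limma) thus came from the WFPA cells, and did not pass when EV and WFPA arrays were fitted as 1 group. The cell surface proteoglycan SDC3 rose by 3.16 (standard error 0.213, adjusted p = 1.73e-05 from limma) and alpha-catenin 2 (CTNNA2), which links cadherins to actin, by 2.56 (standard error 0.243, adjusted p = 1.52e-04 from limma). Of 59 adherens junction genes 2 rose and 4 fell, with a median change of -0.06. Of 95 cell adhesion molecules 5 rose and 8 fell, among them the neurexin NRXN3, which fell by 2.18. Their median change was 0.09 and their mean -0.03. Of 25 integrins only ITGB8 rose, by 1.09.
The interstitial collagenase MMP1 fell by 2.56 (standard error 0.101, adjusted p = 6.96e-07 from limma), with log2 levels of 12.12 ± 0.0822 in EV, 9.53 ± 0.0238 in WFPA and 8.26 ± 0.222 in WWOX cells (SD, n = 3 each). The elastase MMP12 fell by 2.84 and the collagenase MMP8 rose by 2.70. TIMP3, an inhibitor of these proteases, rose by 2.51 (standard error 0.0832, adjusted p = 2.91e-07 from limma), and was also higher in WFPA than in EV cells by 1.55. Of 49 matrix metalloproteinases and other invasion proteases 5 rose and 5 fell (median 0.11). Of 66 collagens, laminins and other matrix proteins 6 rose and 8 fell (median 0.09), among them LUM, which was higher (6.41 against 2.03 and 2.07), and RELN, LAMB3 and POSTN, which fell by 2.67, 2.50 and 2.63. Of 49 mesenchymal genes 11 rose and 6 fell, with TWIST1, a transcription factor that drives mesenchymal traits, up by 2.47 and SNAI2, another, up by 1.92. The activin subunit INHBA fell by 2.67 and the growth arrest gene GAS1 rose by 3.86. Of 38 epithelial genes 2 rose and 5 fell, and the splicing factor ESRP1 rose by 4.87 (standard error 0.369, adjusted p = 3.75e-05 from limma). The control levels of LUM and MMP8, and the EV level of ESRP1, lay under the lower quartile of the arrays (4.23 to 4.34), so the sizes of these rises are uncertain. Counts adjusted over the list alone were the same for each of these lists.
None of these 7 lists moved as a whole in limma's camera, a test of a list against all other genes. Its adjusted p-values ran from 0.19 for adherens junctions to 0.888 for cell adhesion molecules. Limma's fry asks whether the genes of a list changed on average at all. Its adjusted p-values ran from 4.92e-06 for mesenchymal genes (higher) to 0.863 for cell adhesion molecules, the only list not under 0.05. A list of 15 reference genes passed fry too (adjusted p = 0.0114). In one-sided Fisher's exact tests over 38 lists, the higher genes were enriched for mesenchymal genes (adjusted p = 2.44e-08), matrix proteins (adjusted p = 0.0094) and proteases (adjusted p = 0.0107). In the same exact tests the lower genes were enriched for matrix proteins (adjusted p = 7.84e-04), mesenchymal genes (adjusted p = 0.00466), cell adhesion molecules (adjusted p = 0.00593), epithelial genes (adjusted p = 0.00665) and proteases (adjusted p = 0.0157), and not for adherens junctions (adjusted p = 0.0864). With no fold limit none of these lists stayed enriched among the lower genes, and matrix proteins did not among the higher ones. At 4-fold matrix proteins, cell adhesion molecules and proteases stayed enriched among the lower genes, and mesenchymal genes and proteases among the higher ones. With the probe set of largest variance for each gene, adherens junction genes did shift (median -0.27). Beside these groups, of 28 fibroblast markers 4 rose and 1 fell (median 0.08, camera adjusted p = 0.19 in limma), the fibroblast activation protease FAP among them (1.63), and they were enriched among the higher genes (one-sided Fisher's exact test, adjusted p = 0.0094), though not with no fold limit (0.414) or at 4-fold (0.534). Of 36 haematopoietic markers none rose and 2 fell, PTPRC and HBE1 (-2.47). Bonferroni adjustment ended the calls of CDH1, CTNNA2, NRXN3, ITGB8 and FAP, and the mean of all probe sets those of CDH1, NRXN3, ITGB8 and POSTN.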

Using the Enricher Website (http://amp.pharm.mssm.edu/Enrichr/) and the KEGG database, we found cell adhesion, motility, and invasion pathways to be among the top pathways that were enriched (Supplementary Tables 2, 3). Interestingly, the JAK2/STAT3 signaling pathway, that has been recently associated with WWOX in TNBC^38^ appeared as one of the most enriched pathways in the downregulated gene set (Supplementary Table 2). These results further confirm that WWOX expression leads to significant transcriptomic changes that are associated with cellular phenotypes that antagonize metastasis.

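The decoy receptor IL13RA2, which binds interleukin 13 without signaling through STAT6, fell from a log2 expression of 11.78 ± 0.0761 in EV cells and 11.25 ± 0.0616 in WFPA cells to 8.54 ± 0.435 in WWOX cells (SD, n = 3 arrays each). It fell by 2.97 (standard error 0.161, adjusted p = 4.59e-06 from limma). SOCS2, a feedback inhibitor of JAK kinases, fell by 1.82 (standard error 0.106, adjusted p = 7.02e-06 from limma), and SPRY1 rose by 1.87. The receptor subunit IL12RB2 rose by 1.20, a change under 2-fold without WWOX replicate 1. Bonferroni adjustment ended the calls of SPRY1 and IL12RB2. In IL13RA2 and SOCS2 all 3 WWOX arrays lay below the 6 others. JAK2 and STAT3 themselves had no called change at any of their probe sets. JAK2 lay at 5.96 ± 0.299 in WWOX cells against 6.26 ± 0.32 and 5.69 ± 0.174, a difference of -0.01 (standard error 0.169, adjusted p = 0.974 from limma). STAT3 lay at 10.75 ± 0.459 against 11.18 ± 0.0465 and 11.01 ± 0.106, a difference of -0.34 (standard error 0.169, adjusted p = 0.207 from limma). Its dimmer probe sets differed by -0.49 (adjusted p = 0.0815 from limma), -0.01 and 0.14, and those of JAK2 by -0.35 and 0.09. Of 102 genes of a Jak-STAT list 2 rose and 5 fell, the same when adjusted over the list alone. The list did not shift against all other genes (limma's camera, adjusted p = 0.292), while limma's fry gave it as lower (adjusted p = 0.00361). It was not enriched among the lower genes (one-sided Fisher's exact test, p = 0.0601, adjusted p = 0.143).
Of 34 STAT3 target genes 3 rose and 4 fell, the same when adjusted over the list alone. The immune ligand CD274 fell by 1.43 and the gelatinase MMP2 rose by 1.36, and neither change reached 2-fold in the mean of the gene's probe sets. Their median change was -0.06, with an adjusted p of 0.0503 in limma's camera and of 0.174 with an estimated correlation. Over all alternatives the adjusted camera p of this list ran from 0.0391 to 0.352, so that its call turned on the setting. The list was enriched among the lower genes (one-sided Fisher's exact test, adjusted p = 0.0193) and not among the higher ones (adjusted p = 0.0816 in the same exact test). The former ended with no fold limit (adjusted p = 0.0648 in the exact test) and at 4-fold (0.382). Of 33 MAPK phosphatases and immediate-early genes, another branch of growth factor response, 2 rose and 3 fell. Among them DUSP5 fell by 1.40 and FOS rose by 1.07, the latter under 2-fold without WWOX replicate 3 and not called with Bonferroni adjustment. Their median change was -0.04 and their mean 0.01 (limma's camera, adjusted p = 0.584). These 33 genes were enriched among the higher genes with no fold limit (one-sided Fisher's exact test, adjusted p = 0.0101) and not at 2-fold (0.283).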

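In WWOX cells the proteases MMP1 and MMP12 were lower, and MMP2, MMP8 and the inhibitor TIMP3 higher. Among the 49 mesenchymal genes the rises outnumbered the falls, and among the 95 cell adhesion molecules the falls outnumbered the rises. Neither list shifted against all other genes (limma's camera, adjusted p = 0.295 and 0.888). In limma's fry the mesenchymal genes were higher (adjusted p = 4.92e-06) and the cell adhesion molecules did not pass (adjusted p = 0.863). From its profiling results the paper reasons that the expression of WWOX changes the transcriptome. It describes these changes as associated with cell phenotypes that oppose metastasis. For the WFPA mutant the paper cites earlier work in which the mutation ended the tumor suppressor activity of WWOX.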

**Fig. 1:**
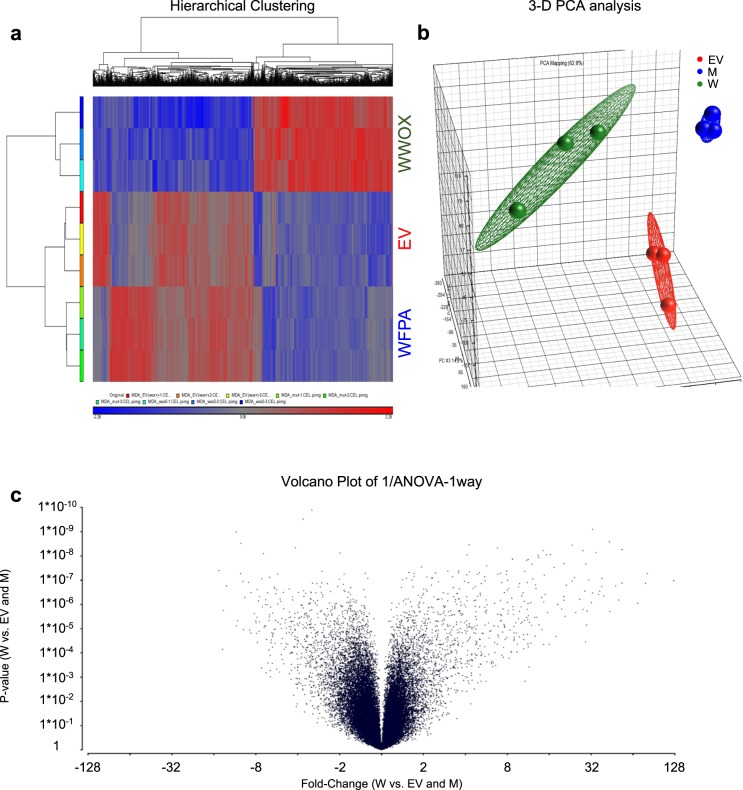
mRNAs profiling using Affymetrix analysis. **a** Hierarchical unsupervised clustering of gene expression in MDA-MB435S cells revealed the presence of four major clusters. Of these, two clusters included genes that were strongly upregulated or downregulated in WWOX (blue) cells compared to EV (red) or WFPA (green) cells. **b** PCA results show the clustering of the replicates from each clone, emphasizing the clustering of the EV (RED) and WFPA (blue) in one dimension that is separate from that of WWOX (green). **c** Volcano plot analysis showing upregulated and downregulated genes comparing WWOX-expressing cells to EV and WFPA-expressing cells

### mRNA-miRNA expression comparison reveals WWOX regulated pathways

Our previous findings revealed that WWOX promoted the expression of several miRNAs to antagonize cell invasion and metastasis,^34^ which is similar to what we found when analyzing the mRNA profiling. These common effects of WWOX led us to consider whether comparing expression results found in mRNA (from this study) and miRNA^34^ (Fig. 2a) datasets could result in further enrichment of WWOX regulated pathways. To address this, we compared the lists of mRNAs (Supplementary Table 1) and the predicted targets from the miRNAs GeneChip experiments (Supplementary Table 4) that were performed on the same MDA-MB435S cells (see Methodology section and Fig. 2b). We found that several predicted targets of the downregulated miRNAs, as shown by Nanostring microarrays, were upregulated in the Affymetrix mRNA analysis, and vice versa (Supplemental Table 5). 

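ZNF662, a predicted target of miR-146a-5p, fell by 3.70 on the log2 scale in WWOX cells (standard error 0.128, adjusted p = 3.45e-07 from limma). Its log2 expression was 8.15 ± 0.221 in EV, 8.63 ± 0.194 in WFPA and 4.69 ± 0.162 in WWOX cells (SD, n = 3 arrays each). SAMD9L, an interferon-induced growth regulator, fell by 2.16 (standard error 0.155, adjusted p = 2.58e-05 from limma) and the kinase NUAK1 by 1.76 (standard error 0.135, adjusted p = 4.03e-05 from limma). In these 3 genes all 3 WWOX arrays lay below the 6 others. C7orf57 and the transcription factor TOX, with changes of -1.75 and -1.73, lost their calls with Bonferroni adjustment. Table S5 lists 89 targets on the sheet of this miRNA, which the paper reports as raised by WWOX. Of the 84 measured, 28 were called lower and none higher, 68 had the listed direction at an adjusted p under 0.05 from limma, and their median change was -0.82.
On the sheet of miR-363-3p, also raised in the paper, 74 of 78 targets were measured, 25 were called lower and none higher, with a median of -0.79. SLC7A11, the cystine transporter subunit, fell by 1.74 (standard error 0.0934, adjusted p = 4.46e-06 from limma), from 8.62 ± 0.05 in EV and 11.22 ± 0.107 in WFPA cells to 8.18 ± 0.172 in WWOX cells (SD, n = 3 each). WWOX cells thus differed from WFPA cells in this gene, and from EV cells by -0.43, and its call ended when EV and WFPA arrays were fitted as 1 group. The growth factor FGF1 fell by 2.06, the collagen COL12A1 by 1.04 and PLCXD3 by 1.91, while MAN1A1, at -0.88, did not reach 2-fold. Without WWOX replicate 3, COL12A1 was under 2-fold and MAN1A1 over it. PLCXD3 was as low in WFPA cells, at 5.94 ± 0.224, as in WWOX cells, at 5.83 ± 0.496 (SD, n = 3 each), against 9.53 ± 0.0869 in EV cells, and it lost its call in the fit of 1 group and with Bonferroni adjustment.
On the sheet of miR-31-5p, which the paper reports as lowered, 74 of 77 targets were measured. Of these, 38 were called higher and none lower, with a median of 1.08. The membrane glycoprotein GPM6B rose by 4.12 (standard error 0.112, adjusted p = 1.06e-07 from limma), the adhesion protein IGSF11 by 2.90, the receptor LRP4 by 2.47 and the adaptor SHC4 by 2.65, the last not with Bonferroni adjustment. IGSF11 started from 4.10 and 3.59, under the lower quartile of the arrays, so the size of its rise is uncertain. XYLT1, which starts proteoglycan chains, differed by 0.45 at its brightest probe set, under 2-fold, and by 2.54 in the mean of its probe sets. On the other 7 of the 10 sheets in the copy at hand, called targets lay on the listed side in each case. The other 4 of the 14 sheets are not in that copy. These targets were chosen in the study by their change on these same arrays, so their direction is not independent evidence.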

After this phase, for each miRNA we performed a pathway enrichment analysis for the “strong predicted” targets (see Methodology section) using Ingenuity Canonical Pathways software. 

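The semaphorin SEMA3A, a repellent of axons, rose by 1.81 in WWOX cells (standard error 0.141, adjusted p = 4.41e-05 from limma), and by 1.56 in WFPA over EV cells. The semaphorin receptor NRP2 rose by 1.79 (standard error 0.118, adjusted p = 1.55e-05 from limma), from a log2 expression of 6.33 ± 0.0617 in EV and 6.60 ± 0.178 in WFPA cells to 8.25 ± 0.236 in WWOX cells (SD, n = 3 arrays each). In SEMA3A and NRP2 all 3 WWOX arrays lay above the 6 others. SEMA3E changed by 1.82 and SEMA4D by -1.79. Both lost their calls with Bonferroni adjustment, SEMA3E also when EV and WFPA arrays were fitted as 1 group, and SEMA4D with the mean of its probe sets. Of 87 axon guidance genes 4 rose and 5 fell, the same when adjusted over the list alone. Their median change was 0.09, with no shift against all other genes (limma's camera, adjusted p = 0.45). Limma's fry gave them as higher (adjusted p = 0.0177). They were not enriched among higher or lower genes (one-sided Fisher's exact test, adjusted p = 0.212 and 0.0864).
DAAM2, a formin that acts below Wnt receptors, rose by 3.96 (standard error 0.194, adjusted p = 2.53e-06 from limma) and the calcium-dependent transcription factor NFATC2 by 3.87 (standard error 0.164, adjusted p = 1.04e-06 from limma). The phospholipase PLCB4, which releases calcium below such receptors, fell by 2.80 (standard error 0.176, adjusted p = 1.15e-05 from limma), to 3.73, a level under the lower quartile of the arrays, so that the size of the fall is uncertain. The ligand WNT5A lay at 3.37 ± 0.0487 in WWOX cells, 3.50 ± 0.428 in EV cells and 5.93 ± 0.723 in WFPA cells (SD, n = 3 each). Its change of -1.34 came from the WFPA cells and was lost without moderated variances, with Bonferroni adjustment, with the mean of its probe sets or with EV and WFPA arrays as 1 group. Of 71 Wnt pathway components 3 rose and 2 fell (median 0.09, limma's camera adjusted p = 0.26). Of 32 Wnt/beta-catenin target genes 3 rose and 2 fell (median 0.15, limma's camera adjusted p = 0.26). The transcription factors SOX4 and MYC had changes of 1.22 and -1.08, and lost their calls with Bonferroni adjustment. Neither list was enriched among the higher or the lower genes, with adjusted p-values of 0.0754 to 0.646 in one-sided Fisher's exact tests. Adjusted over the list alone, the counts of both lists were the same.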

We found that most of the pathways that were significantly enriched are connected to cellular adhesion and invasion such as axonal guidance signaling, STAT3 pathway and Wnt/Ca+ pathway (Fig. 3, Supplementary Table 6), further underscoring the function of WWOX in antagonizing hallmarks of metastasis.

**Fig. 2:**
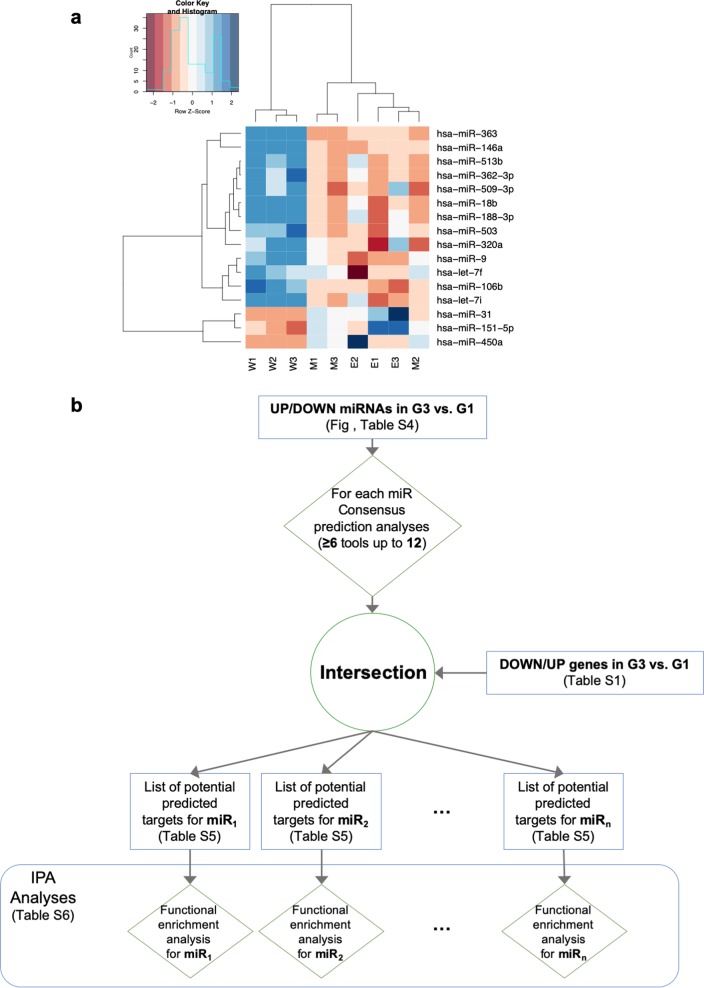
miRNAs profiling in WWOX-expressing MDA-MB435S metastatic cells and workflow of the intersection analysis with mRNA profiling. **a** Heatmap with candidate miRNAs. “W” samples are wild type, “E” samples are empty vector and M samples are mutated WWOX ones. **b** Workflow of the miRNA targeting prediction and function prediction analyses

**Fig. 3:**
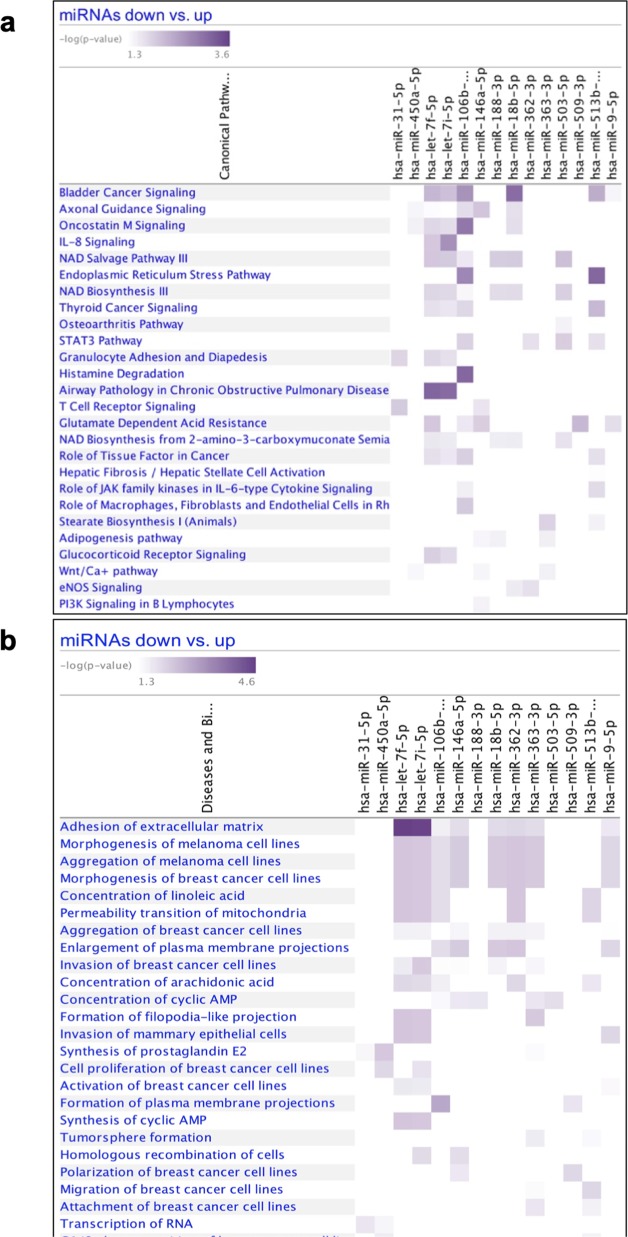
Outcome of mRNA-miRNA intersection analysis. **a** Pathway enrichment analysis on the validated miRNA targets. Heat map showing pathway enrichment analysis for the miRNA targets that were changed upon WWOX expression (both up- and downregulated). Scale-bar shows the −log(*P*-value); 3.6 is the lowest *P*-value (=0.000251). **b** Diseases and biological function analysis on the validated targets of miRNAs. Heat map showing diseases and biological function enrichment analysis for the targets of miRNAs that were changed upon introduction of WWOX expression (both up- and downregulated). Scale-bar shows the -log(P-value); 1.3 = 0.05 *P*-value

### miR-146a targets TGFβ signaling pathway

We previously demonstrated that WWOX enhances the expression of miR-146a, which targets Fibronectin (FN1) and leads to reduced invasion and metastasis.^34^ This observation and our current analysis (Figs. 2, 3) led us to question whether effects of WWOX as an anti-metastatic modulator are mediated through targeting other effectors. One prominent way that WWOX exerts its tumor suppressor activity is through inhibition of the TGFβ pathway.^42,43^ Another study has shown that protein–protein interaction between WWOX, through its WW1 domain, and the PPGY motif of SMAD3, leads to the inhibition of SMAD3 transcriptional activity.^44^ Moreover, the TGFβ pathway was among the significant altered pathways upon introducing WWOX expression in MDA-MB435S cells (Supplementary Table 2). Therefore, we aimed to determine whether miR-146a, as a downstream effector of WWOX, might also target the TGFβ signaling pathway, particularly SMAD3, and hence affect metastasis. 

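SMAD3 mRNA did not change at its brightest probe set. Its log2 expression there was 13.25 ± 0.0531 in EV cells, 13.01 ± 0.0262 in WFPA cells and 13.03 ± 0.127 in WWOX cells (SD, n = 3 arrays each), a difference of -0.10 (standard error 0.0778, adjusted p = 0.438 from limma). Of its other 3 probe sets, 2 were lower in WWOX cells at an adjusted p under 0.05 from limma and short of 2-fold. One changed by -0.64 (adjusted p = 0.00172 from limma), with a log2 level of 9.34 in WWOX cells against 10.11 and 9.85, and one by -0.36 (adjusted p = 0.016 from limma). The last changed by -0.21 (adjusted p = 0.309 from limma). SMAD4, the partner of SMAD3 in transcription, differed by -0.17 at its brightest probe set (standard error 0.0803, adjusted p = 0.192 from limma). The next brightest changed by -0.74 (standard error 0.0816, adjusted p = 3.9e-04 from limma), from 8.86 and 8.98 to 8.18, and a dimmer one, with the largest variance, fell by 1.08. The receptor antagonist BAMBI rose by 1.59 (standard error 0.13, adjusted p = 6.18e-05 from limma), with all 3 WWOX arrays above the 6 others. ID4, a target of bone morphogenetic proteins, rose by 2.10. The activin subunits INHBA and INHBE had changes of -2.67 and -1.73. INHBE was 10.11 ± 0.0885 in WFPA cells, 6.93 ± 0.0503 in EV cells and 6.79 ± 0.704 in WWOX cells (SD, n = 3 each), so that its change came from the WFPA cells.
Of 88 genes of TGF-beta signaling 2 rose and 7 fell, with a median change of -0.06. The list did not shift against all other genes (limma's camera, adjusted p = 0.19), while limma's fry gave it as lower (adjusted p = 0.00972). It was enriched among the lower genes (one-sided Fisher's exact test, adjusted p = 0.0124), though not with no fold limit (0.112) or at 4-fold (0.727). Of 39 TGF-beta target genes 6 rose and 1 fell, with a median of 0.11. TIMP3, PMEPA1 (1.94), SNAI2 and BAMBI were the largest rises. SNAI2 is also among the mesenchymal and the adherens junction genes above, so the results of these lists are not independent. The target list did not shift against all other genes either (limma's camera, adjusted p = 0.165), while limma's fry gave it as higher (adjusted p = 5.25e-07). It was enriched among the higher genes (one-sided Fisher's exact test, adjusted p = 6.19e-04), though not at 4-fold (0.548). Adjusted over the list alone, both counts were the same. Bonferroni adjustment ended the calls of ID4, INHBE and PMEPA1, and EV and WFPA arrays as 1 group that of INHBE. In WFPA against EV cells 8 of these target genes were higher and 1 lower (2 lower when adjusted over the list alone), an enrichment among the higher genes in the same exact test (adjusted p = 2.2e-06).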

Remarkably, we found that SMAD3, a main effector of the TGFβ activation, was reduced upon the introduction of WWOX expression, but the WFPA mutant had much less effect (Fig. 4a). Intriguingly, we found that miR-146a directly targets SMAD3, as evident by the repression of expression from the wild-type 3′UTR of SMAD3. This repression was abolished upon mutating the 3′UTR (Fig. 4b). Moreover, expression of miR-146a, led to reduced levels of SMAD3, but not of SMAD4, another known binding partner of WWOX; expression of miR-363, which is not predicted to target SMAD3, had no effect on SMAD3 levels^45^ (Fig. 4c). Rescue experiment using anti-miR-146a resulted in the increase of SMAD3 expression in WWOX-expressing cells, evident at 24 h after transfection (Fig. 4d). This observation, along with previously described mechanisms, highly suggests that WWOX inhibition of metastasis could also affect the TGFβ signaling pathway.

**Fig. 4:**
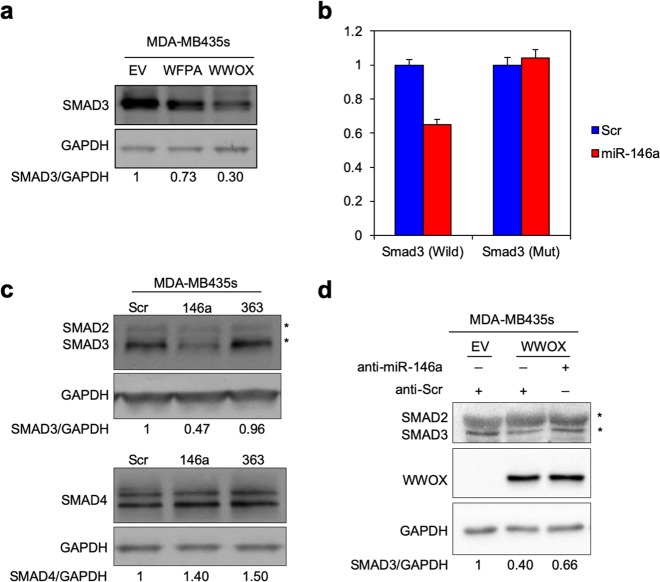
WWOX modulates TGF-β signaling via miR-146a targeting of SMAD3. **a** Immunoblot of SMAD3 in MDA-MB435 cells; Ev-empty vector, WFPA-expressing mutated WWOX, WWOX-expressing wild-type WWOX. **b** Luciferase assay of *SMAD3* 3′UTR (wild-wild type, mut-mutated 3′UTR), with or without miR-146a. Bars indicates SD. **c** Immunoblot showing SMAD3 and SMAD2 levels in MDA-MB435S cells upon expression of miR-146a or miR-363. **d** Immunoblot showing Smad3 in MDA-MB435S cells; Ev-empty vector, and WWOX-expressing wild-type WWOX, and assays were performed after expression of anti-miR-146a or anti-Scr for 24 and 48 h. GAPDH was used as an endogenous control in (**a**), (**c**) and (**d**). Densitometry analysis for SMAD3 levels is shown below each blot

### The WWOX interactome in highly metastatic cells reveals that Wnt signaling is a major pathway

WWOX is known as a scaffold protein due to its WW domains and protein–protein interaction ability. As described earlier, disruption of the first WW domain (through point mutations such as the WFPA), leads to disrupted interactions with partner proteins.^35,41^ To assess the interactome map of WWOX in our system, we attempted to identify the WWOX interaction proteome using mass spectrometry (MS). To this end, immunoprecipitations (IPs) were performed using a monoclonal anti-WWOX antibody on lysates from MDA-MB435S control cells, MDA-MB435S cells overexpressing WWOX or those overexpressing WWOX-WFPA. Precipitates were washed, eluted and assessed by MS. After analyzing the MS data (Supplementary Table 7), we searched for the proteins that were enriched in the WWOX group and not in the EV and the WFPA groups. We identified four proteins (MYCBP, DVL2, SCAMP3, and CDC5L) that were specific to the WWOX group (Fig. 5a). WWOX was previously reported to bind to DVL, which is a member of the Wnt/β-catenin pathway.^35,46^ The Dvl proteins play a key role in three different pathways activated upon Wnt receptor activation: the canonical Wnt/β-catenin pathway, the planar cell polarity pathway and the Wnt/Ca2+ pathway.^47^ Wnt signaling has well established roles in human breast cancer, as elevated levels of nuclear and/or cytoplasmic β-catenin are detectable by immunohistochemical staining in a majority of breast tumor tissue samples.^48,49^ Physical interaction between WWOX and DVL2 leads to the inhibition of the Wnt/β-catenin pathway, suggesting one additional mechanism by which WWOX executes its tumor suppressor function.^46^ To verify these findings in our system, we validated WWOX-DVL2 interaction by exogenously expressing the two proteins in HEK293T in the presence or absence of Wnt ligands. Following transfection, we performed co-immunoprecipitation (co-IP) assays, using Flag or Myc antibodies, and then we performed immunoblotting experiments. As seen in Fig. 5b, physical interaction between WWOX and DVL2 was evident even without Wnt ligands. Addition of Wnt ligands to the cells further enhanced the binding between WWOX and DVL2 (Fig. 5b). Additionally, nuclear β-catenin levels were reduced when WWOX was ectopically expressed in MDA-MB231 metastatic breast cancer cells (Supplemental Fig. 2). To further explore the outcome of WWOX-DVL2 interaction, we examined the effect of WWOX expression on Wnt pathway activation by assessing levels of AXIN2, which is a direct target of Wnt pathway activation. Restoration of WWOX but not WWOX-WFPA in MDA-MB231 cells led to reduced mRNA levels of *AXIN2*, as assessed by qRT-PCR (Fig. 5c). Similar results were observed in SUM149 metastatic breast cancer cells (Fig. 5d, e). Consistent with our previous findings,^34^ reduction of Fibronectin upon restoration of WWOX was also evident in SUM149 cells (Fig. 5d). These results imply that WWOX negatively regulates the canonical Wnt signaling pathway, providing another mechanism by which it antagonizes tumorigenesis and metastasis.

**Fig. 5:**
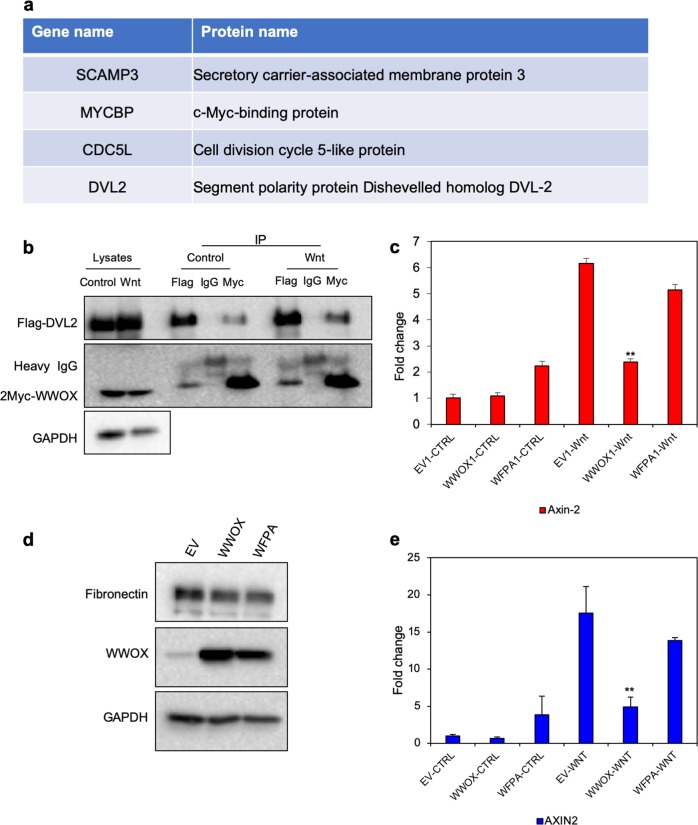
WWOX physically interacts with DVL2 and functionally results in reduced Wnt pathway activation. **a** WWOX-interacting proteins in MDA-MB435S cells. **b** Immunoblot showing the co-IP of WWOX and DVL2 from HEK293T cells using Flag tagged DVL2 and Myc-tagged WWOX; mouse IgG was used as a negative control. Control- without Wnt ligands, Wnt- with Wnt ligands. Heavy chain IgG is indicated for each lane to demonstrate equal amounts of precipitate. **c** qRT-PCR of *AXIN2* in MDA-MB231 cells treated with or without Wnt ligands; *UBC* was used as an endogenous control. The number of times an experiment was repeated (N) is stated in the legend. **d** Immunoblot showing Fibronectin and WWOX in SUM149 cells; EV- empty vector, WWOX- wild-type WWOX, and WFPA- mutated WWOX. **e** qRT-PCR of *AXIN2* in SUM149 cells treated with or without Wnt ligands; *UBC* was used as an endogenous control. *GAPDH* was used as an endogenous control in (**a**) and (**c**). **P-value < 0.01. Statistical analyses (including error bars and *p* values) for (**c**) and (**e**) represent three independent experiments

## Discussion

WWOX is a tumor suppressor whose functions extend to antagonizing cell growth and metastasis.^34,38,50^ Our current comprehensive analysis suggests that WWOX expression suppresses tumorigenesis through pleotropic functions that are exerted at mRNA, miRNA and protein levels. We present evidence that introduction of WWOX expression in highly metastatic cancer cells affects several gene hubs and signaling pathways that are linked to migration, invasion and metastasis.

Our observations strongly suggest that WWOX is a general regulator of transcription and post-transcriptional regulation. This prompted us to explore the significant and recurrent changes of mRNA and miRNA expression in WWOX-expressing cells. Indeed, we found that many of the transcripts that were changed upon introducing WWOX expression are also targets of the miRNAs that were changed upon WWOX overexpression (downregulated mRNAs matched targets of upregulated miRNAs and vice versa). In concordance with our previous pathway enrichment analysis, analysis of all the targets of the miRNAs that were upregulated identified pathways related to cell adhesion, motility and invasion; these results suggest that the net effect of WWOX restored expression is inhibition of invasion and metastasis. This effect of WWOX again is achieved through its actions at multiple cellular levels, leading to net inhibition of invasion and metastasis.

Previous work in our lab revealed intimate crosstalk between WWOX and proto-oncogene c-Myc in TNBC cells^34^; WWOX negatively regulates c-Myc function. How does WWOX affect c-Myc function? WWOX could bind c-Myc on the chromatin and modulate its regulation of target genes; one such target we demonstrated to be miR-146a. In fact, it has been previously shown that c-Myc represses miR-146a, leading to its downregulation.^51^ Hence, when WWOX is expressed, c-Myc repression of miR-146a is decreased, leading to upregulation of miR-146a. Another possibility is that WWOX might be interacting with and inhibiting specific proteins mediating co-activation of c-Myc. One piece of evidence for this idea stems from our current findings showing that WWOX might interact with MYCBP, c-Myc binding protein. MYCBP is especially known to bind the N-terminal region of c-Myc, corresponding to the transactivation domain, via its C-terminal region, which stimulates the activation of E box-dependent transcription of c-Myc.^52^ When WWOX is expressed, MYCBP might be sequestered, leaving c-Myc less active. Further investigation of the outcome of WWOX-MYCBP interaction is necessary to better understand WWOX inhibitory effect over c-Myc.

Restoration of WWOX enhances miR-146a expression in several TNBC and non-TNBC cell lines (like MDA-MB435S), leading to targeting of FN1 and altering cellular fate,^34^ i.e., EMT. Nevertheless, modulating levels of miR-146a could have far reaching effects on other venues and cellular pathways. We demonstrate in our study that miR-146a targets SMAD3, a known partner of WWOX^44^; however, it does not target SMAD4, which is another known binding partner of WWOX.^45^ This result is consistent with the current knowledge regarding the biological functions of these interactions. While the relationship between WWOX and SMAD4 is synergistic, leading to increased apoptosis and tumor suppression, the physical interaction between WWOX and SMAD3 is antagonistic and has been shown to result in the later cytoplasmic sequestration of SMAD3 and reduced transcriptional activity.^44^ Our current findings show that this inhibitory effect extends further than was previously known, by showing that miR-146a, an effector miRNA of WWOX, targets SMAD3 thus contributing to its anti-metastatic function. This observation further confirms the pleotropic tumor suppressor effects of WWOX antagonize tumor development and metastasis.

Additional pathways that are known to be involved in metastasis were altered by WWOX restoration. One such pathway is the Wnt signaling pathway. A number of WWOX effector miRNAs are shown to target the Wnt signaling pathway (Fig. 3). Furthermore, we found that WWOX physically interacts with DVL2 through protein–protein interaction (Fig. 5). DVL2 is a member of the DVL family of proteins. In canonical Wnt signaling, binding of Wnt to the Frizzled receptor helps recruit DVL, which thereby prevents constitutive degradation of β-catenin (reviewed in^53^). Furthermore, we found that this physical interaction reduces the functional outcome of Wnt signaling in TNBC cells, as shown by reduced *AXIN2* levels. Altogether, it is no surprise that the effect of WWOX on miRNA expression is also affecting Wnt signaling. These observations, in combination with other lines of support presented earlier, establish a complex scenario in which WWOX affects a variety of cellular pathways, contributing to a drastic shift in cell behavior toward an epithelial state, hence, leading to inhibition of metastasis.

Two additional proteins were identified as putative WWOX-interacting partners in MDA-MB435 cells, SCAMP3 and CDC5L. SCAMP3 is an isoform in the secretory carrier membrane protein (SCAMP) family. It is a membrane-trafficking protein involved in endosome transport. SCAMP3 was shown to be a marker associated with poor prognosis in hepatocellular carcinoma,^54^ and more importantly, it was shown to be upregulated in inflammatory breast cancer (IBC), which is a lethal form of breast cancer.^55^ Whether WWOX loss promotes SCAMP3 function in cancer cells is to be determined in future studies. In fact, another study has shown via MS that WWOX and SCAMP3 co-immunoprecipitate, further emphasizing a possible functional role for this interaction.^56^ CDC5L, cell division cycle 5-like, is a pre-mRNA splicing factor that is known to regulate mitotic progression. One study reported that depletion of CDC5L causes dramatic mitotic arrest, chromosome misalignment and sustained activation of the spindle assembly checkpoint, which eventually leads to mitotic catastrophe. Given that WWOX has been previously associated with DNA damage checkpoint proteins, such as ATM, ATR and p53 signaling, future studies should examine the functional association between WWOX and CDC5L on cell cycle control and the DNA damage response. Our MS analysis further reveal multiple interactions that are unique to WWOX-WFPA suggesting that these interactions are mediated through the SDR domain. Future in-depth analysis shall uncover the significance of these interactions.

### Concluding remarks

Overall, our work reveals that the gene product of FRA16D, which has been proposed to be altered at early stages of carcinogenesis (reviewed in refs. ^57,58^), might be affecting later steps of cancer progression and metastasis. One debatable question in the field is whether the ability to metastasize develops in tumors early on upon their formation or if it is acquired along the way.^59^ Whether loss of WWOX feeds into earlier seeding of metastatic cancer cells is to be determined. Our observations further argue against a passenger role of WWOX in tumorigenesis and suggest that its deletion/inactivation could generate a selective pressure that promotes tumorigenesis and progression. We argue that WWOX acts as an inhibitor of metastasis through changes in multicellular signaling pathways regulating cell adhesion, motility and survival that are regulated at multiple cellular and molecular levels. We conclude that therapeutic introduction of WWOX expression in early and late stages of carcinogenesis could have beneficial outcomes for cancer intervention.

## Materials and methods

### Cell culture and plasmids

MDA-MB435S (metastatic melanoma cancer) and MDA-MB231 (metastatic breast cancer) cells were grown in DMEM (Gibco) supplemented with 10% FBS, glutamine and penicillin/streptomycin (Biological Industries, Beit-Haemek, Israel). SUM149 (metastatic breast cancer) and HEK293 cells were grown in RPMI1640 (GIBCO) supplemented with 10% FBS, glutamine and penicillin/streptomycin. All cells were grown at 37 °C with 5% CO_2_. Cells were routinely validated and confirmed as mycoplasma-free, and cells from early passages were used. Stable clones of cells overexpressing WWOX were produced using a lentiviral vector (pDEST12.2^TM^ destination vector, Gateway Cloning Technology) containing either WT or mutated (WFPA) WWOX. Clones were selected using 2 mg/ml G418 (Gibco 11811031). 2Myc-WWOX (full-length WWOX cDNA cloned into a Myc-tagged pCMV vector (BD Clontech)^60^) and 3XFlag-DVL2 (wild-type DVL2 fused to a Flag-tag, Addgene, 24802) were used for the IP of WWOX and DVL2.

### RNA extraction, reverse transcription-PCR, and RT-PCR

Total RNA was prepared using Bio-Tri reagent (Biolab, Israel) as described by the manufacturer. One microgram of RNA was used to synthesize cDNA using a qScript cDNA Synthesis kit (QuantaBio, USA). qRT-PCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems, USA). All measurements were performed in triplicate and were standardized to the levels of UBC.

### mRNA profiling

Total RNAs from MDA-MB435S (EV, WWOX and WWOX WFPA) cells were extracted using a standard TRIzol^®^ method and were hybridized using Affymetrix GeneChip^®^ Human Genome U133 Plus 2.0 arrays. Raw data was deposited in GEO (accession number GSE142317). The quality assurance, calibration, data normalization and PCA for the Affymetrix cell format files were performed using Partek Genomics Suite 6.5 (Partek Genomics, St Louis, MO, USA). Genes with a four-fold expression difference and cutoff *FDR* < 0.05 (by the Beonferroni method) were designated as significant. In the heat map of the Hierarchical clustering “*red*” represents transcripts with increased expression, while “*blue*” represents transcripts with decreased expression.

Differentially expressed genes were analyzed using the Enricher dataset (http://amp.pharm.mssm.edu/Enrichr/) and the KEGG database. For pathway enrichment, genes were analyzed that were found to be changed in the WWOX group (downregulated) when compared to the other two groups (EV-Empty vector and WFPA-mutated WWOX).

### MiRNA/gene prediction and enrichment analysis

For downstream analysis, we considered all those miRNAs that were significantly (*P* value < 0.05) deregulated (|Linear FC| > 1.5) and expressed (with an expression greater than 50 counts in at least one condition) (Fig. 2a) from our previous work.^34^ G3 represents the WWOX group while G1 represents the EV and WFPA mutant groups. The heatmap was generated by using *heatmap.2* function from *gplots* R package. Spearman correlation was used as the distance in the hierarchical clustering for both rows and columns. For each filtered miRNA, we performed miRNA consensus target prediction analysis by employing miRWalk (v.2.0) tool.^61^ In particular, we analyzed the predicted targets with a minimum consensus of six out of twelve predictor tools and a minimum seed length of seven nucleotides (see Supplementary Fig. 1). The set of the predicted transcripts were compared with the list of significantly deregulated ones; more specifically, for each upregulated miRNA we took into consideration the list of downregulated genes, and vice versa, defining them as “*strong predicted*” targets. For the downstream analyses we filtered out both miR-151-5p and miR-320a-3p because they had no “*strong predicted*” targets. The filtered list of potential predicted targets of each miRNA was used as input in IPA^®^ functional/pathway enrichment analysis. During the enrichment analysis phase, we considered just the human experimental observations in both mammary gland and breast cancer cell lines.

### Luciferase assay

MDA-MB435S cells were co-transfected with 1 μg of p3′UTR-*SMAD3* or p3′UTR mut-*SMAD3* (deletion mutation), 0.1 μg of Renilla luciferase expression construct, and pRL-TK (Promega) using Lipofectamine 2000 (Invitrogen). Cells were harvested 24 h after transfection and were assayed with a Dual Luciferase Assay (Promega) according to the manufacturer’s instructions. Three independent experiments were performed, and each was performed in triplicate.

### WWOX immunoprecipitation (IP) and MS

MDA-MB435S (Ev, WWOX or WFPA overexpressing) cells were seeded in 14 cm plates. Twenty-four hours later whole cell extract was prepared using lysis buffer (NaCl 150 nM, Tris 50 nM, glycerol 5%–10%, NP-40 1%, PH = 7.4) supplemented with protease and phosphatase inhibitors. A preclearing step was performed using mouse anti-IgG (Invitrogen). For IP, a cocktail of mouse anti-WWOX monoclonal antibodies^60^ was used together with protein A/G plus agarose bead (Santa Cruz, Sc-2003); they were incubated together overnight while rotating at 4 °C. Beads were washed 3 times with washing buffer (NaCl 150 nM, Tris 50 nM, glycerol 5%, NP-40 0.05%, pH = 7.4). Proteins were then eluted using two elution buffers: Elution buffer 1—2 M urea, 50 mM Tris-HCl (pH 7.5), 1 mM DTT and 5 µg/ml trypsin; Elution buffer 2—2 M urea, 50 mM Tris-HCl (pH 7.5) and 5 mM Chloroacetamide (Supplementary material^62^). The eluted material was then injected into the MS machine (Q Exactive Mass Spectrometer, Thermo Scientific). Raw data was analyzed for putative hits in the WWOX (wild type) versus both EV (empty vector) and WFPA (mutated WWOX) groups. IP-MS was preformed using three biological replicates.

### WWOX-DVL2 interaction

To validate the WWOX-DVL2 interaction, 2 µg of 2Myc-WWOX and Flag-DVL2 were co-transfected in HEK293T cells. Twenty-four hours post-transfection, the cells were incubated with or without Wnt ligands for another 24 h. Whole cell extracts were isolated, pre-cleared with mouse anti-IgG (Invitrogen) and were subjected to IP overnight using anti-Myc (Santa Cruz, Sc-40), anti-IgG and anti-Flag (Sigma Aldrich, F1804) antibodies. Precipitates were washed, eluted and run on SDS-PAGE for immunoblotting with the indicated antibodies.

### Immunoblot analysis

Cells were lysed using lysis buffer containing 50 mM Tris (pH 7.5),150 mM NaCl, 10% glycerol, and 0.5% Nonidet P-40 that was supplemented with protease inhibitors. Western blotting was performed under standard conditions. Blots were repeated and quantified 2–3 times per experiment. Representative images of those repeated experiments are shown. Antibodies used were polyclonal WWOX,^60^ monoclonal GAPDH (Calbiochem, 6C5, CB1001), polyclonal anti-Fibronectin for immunoblotting (Sigma Aldrich, F3648), polyclonal anti-Fibronectin for immunohistochemistry (Abcam, Ab2413), anti-Myc (Santa Cruz, Sc-40), anti-Flag (Sigma Aldrich, F1804) and polyclonal Smad2/3 (Santa Cruz, sc-8332).

## Supplementary information

Supplemental Figures

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

# Supplementary material for: Pleiotropic tumor suppressor functions of WWOX antagonize metastasis
**Source:** Signal Transduct Target Ther. 2020 Apr 17;5:43. doi: 10.1038/s41392-020-0136-8
**Supplement:** Supplementary file 1 — Supplemental Figures

# Supplementary Materials for

## **Pleiotropic tumor suppressor functions of WWOX in antagonizing metastasis**

Saleh Khawaled<sup>1</sup>, Giovanni Nigita<sup>2,\*</sup>, Rosario Distefano<sup>2,\*</sup>, Sara Oster<sup>1</sup>, Sung-Suk Suh<sup>3</sup>, Yoav Smith<sup>4</sup>, Abed Khalaileh<sup>5</sup>, Yong Peng<sup>6</sup>, Carlo M. Croce<sup>2</sup>, Tamar Geiger<sup>7</sup>, Victoria L. Seewaldt<sup>8</sup>, Rami I. Aqeilan<sup>1,2</sup>

### **This PDF file includes:**

Figures. S1 to S2  
Captions for Tables S1 to S7

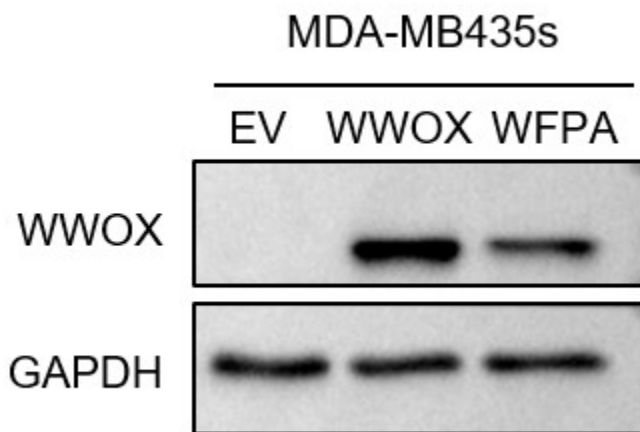

**Figure. S1.**

WFOX levels in manipulated MDA-MB435s cells.

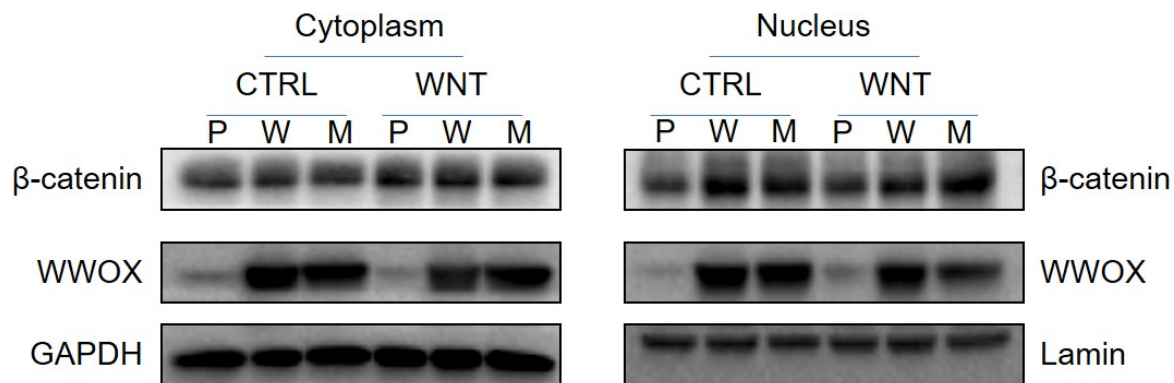

| <b>β-catenin/WWOX Ratio</b> |   |           |             |
|-----------------------------|---|-----------|-------------|
|                             |   | Cytoplasm | Nucleus     |
| CTRL                        | P | 1         | 1           |
|                             | W | 0.3       | 0.26        |
|                             | M | 0.33      | 0.23        |
| WNT                         | P | 1         | <b>1</b>    |
|                             | W | 0.33      | <b>0.38</b> |
|                             | M | 0.27      | <b>0.64</b> |

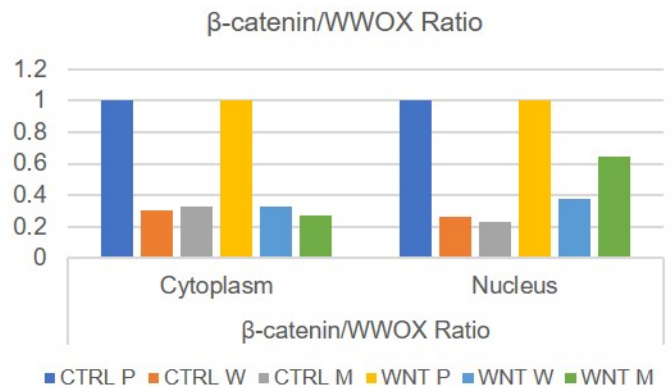

**Figure. S2.**

WWOX manipulation modulates nuclear β-catenin levels. This blot shows the levels of β-catenin in the cytoplasm and nucleus of MDA-MB-231 cells with or without WNT3A activation. Shown are the levels of β-catenin relative to the WWOX expression levels. Levels were normalized relative to unmanipulated parental cells. Higher levels of WT WWOX in the overexpressed cells result in lower levels of β-catenin in the nucleus, demonstrating a negative correlation between the two, and strengthening what is previously known about the relationship between WWOX and DVL2. Overexpression of mutant WWOX (WFOA) instead of WT shows a partial rescue of this.

**Table S1.**

mRNA expression profiling in empty-vector (EV), WWOX and WWOX-WFPA mutant – expressing in MDA-MB435s cells.

**Table S2.**

Enriched pathways from downregulated genes

**Table S3.**

Enriched pathways from upregulated genes

**Table S4.**

Predicted targets of miRNAs genechip experiments

**Table S5.**

mRNA expression of the predicted targets of the downregulated miRNAs

**Table S6.**

Pathway enrichment analysis for the “strong predicted” targets of the miRNAs

**Table S7.**

List of proteins that bind either WT WWOX, Mutant WFPA-WWOX or both in MDA-MB435s cells, obtained via Mass-spectrometry

How the deposited data were processed for this re-analysis (not part of the article)

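Gene expression was read in 9 Affymetrix U133 Plus 2.0 arrays of MDA-MB435S cells, 3 each of cells with an empty vector (EV), with WWOX and with the WWOX-WFPA mutant. The authors processed the arrays in Partek Genomics Suite 6.5, and the deposited values are log2 intensities on 1 scale for all arrays. The sources used here do not name the background and normalization method. No further normalization was applied. No background level is given either, so the size of a change to or from a level under the lower quartile of the arrays (4.23 to 4.34) is uncertain. In the deposited labels the lentiviral vector field of the EV and the WWOX arrays conflicts with their group names, and the EV names carry the addition wox+. The names were used, which are those in the key of Fig. 1a.
The file holds 54675 probe sets. The 62 array controls were left out and 54613 probe sets were tested, of which 41091 carry 1 gene, 1801 several and 11721 none. Of the probe sets with 1 gene, that with the highest mean over all 9 arrays stands for each of 19775 genes. In limma 3.58.1 (R 4.3.3) a mean was fitted for each group, with 6 residual degrees of freedom and moderated variances (3.04 prior degrees of freedom). WWOX was compared with the mean of EV and WFPA, with EV, and with WFPA, and WFPA with EV. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold, and counts at 4-fold, the limit in the methods, are given beside these. A standard error is that of limma, and SD is that of 3 arrays.
Gene lists were written by hand after the pathways the paper names, the marker genes of other cell types and common responses. Each of the 38 lists was tested with limma's camera with a preset correlation of 0.01, again with an estimated correlation, and with limma's fry. A one-sided Fisher's exact test was made among the called genes. In WWOX cells fry passed all lists but cell adhesion molecules (adjusted p = 0.863), haematopoietic genes (0.672) and hypoxia genes (0.205). The reference genes passed it (adjusted p = 0.0114), so a pass in fry does not set a list apart from the others. Adjustment was over the 38 lists, some of which share genes, so that their results are not independent. The result of 1 list is not given here. Named genes are those the paper names, the 12 largest rises and 12 largest falls whose WWOX arrays all lay beyond the 6 others, up to 4 called genes with the largest change in each list, the 5 largest rises and falls between WFPA and EV without overlap of arrays, and the 5 targets with the largest change on each Table S5 sheet taken up. Values in Tables S1 and S5 had been seen when the lists and this rule were written. MITF was named after its values were seen.
Principal components were computed on all probe sets, centred and not scaled, and arrays were clustered by Euclidean distance with average linkage. The order of 12480 genes along the chromosomes came from the RefSeq annotation and was compared with 1000 shuffles. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. On simulated data of 9 arrays, 94% of 100 probe sets changed 2.83-fold and 99% of 100 changed 4-fold were recovered. In these data 2 unchanged probe sets were called, and none of 200 unchanged lists passed camera. On the real arrays 25 of 100 splits gave at least 6 lists past camera. The simulation therefore does not show how often camera calls an unchanged list on real arrays. The number of arrays limits the precision. The alternatives were a plain 1-way model, limma-trend, a robust prior, Bonferroni adjustment, no fold limit, 2 filters on dim probe sets, median centring, quantile normalization, EV and WFPA as 1 group, the replicate number as a block, each array left out in turn, and 2 other choices of probe set per gene. The miRNA arrays, proteins and reporter assays of the paper were not analysed here.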

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

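The tests of paralogs and of copy number behind neighbouring genes, and the tests of mixed RNA and of single clones behind the melanocyte genes, were chosen only after the result was seen. The gene lists were written after values in Tables S1 and S5 had been seen. Table S1 holds changes of WWOX cells on these same arrays.
Genes that lie near each other differed together. Between WFPA and EV cells the changes of genes 20 places apart had a Spearman correlation of 0.0736 (highest of 1000 shuffles 0.0292), which argues against paralogs that share probes, and between WWOX and EV cells it was 0.0725 (highest shuffle 0.0277). Without WWOX replicate 3 it was 0.073, so this array does not account for it. Chromosome medians from alternate genes correlated at 0.924 for WFPA against EV and at 0.9 for WWOX against EV over 23 chromosomes, which follows from neighbours that change together and decides nothing on the cause. DNA was not measured in the data used here, so a copy number difference stays open.
Melanocyte genes were higher in WWOX cells. Of 47 melanocyte lineage and pigment genes 18 rose and none fell, with a median change of 0.49 and a mean of 1.27 (limma's camera, adjusted p = 6.47e-15, and adjusted p = 0.00225 with an estimated correlation). With the median of neighbouring genes subtracted, 1.04 of the median change was kept, and the median over these neighbourhoods was 0.00703. This argues against a copy number change shared with neighbouring genes for this list. A copy number change of a single gene, or of a gene that regulates the list, was not tested. RNA of other pigment cells mixed into the samples stays open, since the 189 genes expressed in EV and WFPA cells that fell at least 2-fold do not bear on the rise of these genes. The sources do not say how many clones a group holds, and EV and WFPA cells, which carry no wild-type construct, differ in 946 probe sets, so a difference between clones and an effect of WWOX cannot be told apart.
Stress genes were higher in WFPA cells. Of 40 genes of the unfolded protein and amino acid stress response 16 were higher in WFPA than in EV cells and none lower, with a median change of 0.82 (limma's camera, adjusted p = 5.5e-28, and adjusted p = 4.19e-04 with an estimated correlation). Quantile normalization kept 1 of this median (0.82), the lowest fit without 1 WFPA array kept 0.969 (0.79), and subtraction of neighbouring genes kept 1.04, which argues against normalization, a single array and copy number. A biological stress of the mutant cells may explain it, and so may culture conditions, which were not tested.
Chance can be excluded for the probe sets called between WWOX and the other cells: of 100 splits of the arrays only 1, the real one, gave as many as 1766, and the highest other gave 1437. That other split holds the same 3 WWOX arrays, and the highest with another trio gave 259. The same holds at 4-fold (412, highest other 384) and for probe sets changed against both groups (1033, highest other 1014). For the number of lists past camera chance cannot be excluded, since 25 of 100 splits gave at least 6 (highest other 7). For WWOX against EV (1798 probe sets, highest other 0), WWOX against WFPA (2173, highest other 0), WFPA against EV (946, highest other 0) and the lists of WFPA against EV (6, highest other 4) the 10 splits are too few.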

How the results depend on the processing

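No test in this part was chosen after the result was seen.
Bonferroni adjustment gave 345 higher and 258 lower probe sets in WWOX against EV and WFPA, 319 and 188 against EV, 275 and 289 against WFPA, 150 and 54 in WFPA against EV, and 222 and 101 changed against both. With no fold limit these were 3758 and 5164, 2757 and 3706, 3728 and 5157, 2206 and 1421, and 1660 and 2223, and 2 lists were enriched among the lower genes in place of 11. Only probe sets with a mean above the median gave 487 higher against EV and WFPA, 578 against EV, 516 against WFPA, 145 at 4-fold and 336 against both. A plain 1-way model gave 724 and 833, limma-trend 810 and 986, a robust prior 799 and 965, and EV and WFPA as 1 group 731 and 765. Median centring gave 783 and 994 and quantile normalization 823 and 948.
Without 1 array, 763 to 867 probe sets were higher and 815 to 1364 lower in WWOX cells. Probe sets lower against both groups, 462 with all arrays, ran from 401 without WWOX replicate 3 to 715 without WWOX replicate 1. The cause was not tested.
The first component held 52.5% of the variance with the filter on the mean, 53.8% with the filter on the highest group mean, 67.5% in the 1000 most variable probe sets and 31.3% at unit variance, and from 42.9% without WWOX replicate 3 to 49.1% without EV replicate 2.
Camera called 3 of the lists, which were written after values in Tables S1 and S5 had been seen, higher and 3 lower in WWOX cells. It called 6 higher with the filter on the highest group mean, 5 higher with the mean of all probe sets and 5 lower with the probe set of largest variance, where 17 lists were enriched among the lower genes. With an estimated correlation 1 list was higher in WFPA against EV in place of 5. At 4-fold 7 lists were enriched among the higher and 4 among the lower genes.
The labels give all groups the replicate numbers 1 to 3. Arrays of the same number deviated from their group means with correlations of -0.0521 to 0.0348, and arrays of other numbers with -0.0891 to 0.0847, so the numbers do not pair the arrays. With the replicate block 792 probe sets were higher and 961 lower, and none of 237 calls of named genes and lists changed.
Of 3289 comparisons of named genes under the alternatives, none reversed a called direction, 105 lost a call and 19 gained one. Most losses came with Bonferroni adjustment, the 1-group fit and the mean of all probe sets.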

Differences from the paper's values

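No test in this part was chosen after the result was seen.
The paper gives 833 downregulated and 724 upregulated genes, and its methods name a 4-fold limit and an FDR by the Bonferroni method. At 4-fold limma called 144 lower and 268 higher probe sets with Benjamini-Hochberg adjustment and 103 and 209 with Bonferroni adjustment, and none of 19 alternatives closes this gap. At 2-fold limma called 967 lower and 799 higher, and a plain 1-way model gave 833 and 724, the paper's own numbers. The smallest fold in Table S1 is 2. These are counts of probe sets and not of genes.
On the 10 sheets of Table S5 in the copy at hand, the 5 largest log2 changes of each sheet are those of 37 genes, and 12 differ from those here. On the sheets of miR-146a-5p, miR-363-3p and miR-31-5p, which were compared under all alternatives, 5 differ. The paper's value for MAN1A1 is -1.58, against -0.88 here, for COL12A1 the paper's is -1.52 against -1.04, for GPM6B the paper's is 3.64 against 4.12 and for XYLT1 the paper's is 2.54 against 0.45. The mean of all probe sets closes each of these gaps, and no other alternative does. For SAMD9L the paper's value is -2.58, against -2.16 here. The mean of all probe sets, the probe set of largest variance, and the fits without EV replicate 2 or WWOX replicate 3 close it, and the others do not. On the other sheets the paper's values are -1.81 for ROBO4, against -2.60 here, -2.13 for TLR4 against -2.58, 2.25 for TIMP3 against 2.51, 1.92 for NFATC2 against 3.87, 1.53 for PRTG against 2.76, 1.47 for EPHA3 against 0.18 and -2 for PTPRC against -3.30. The mean of the gene's probe sets closes each of these 7 gaps too, and the other alternatives were not run on them for this. For SATB1 the mean opens a gap, with -0.91 against the paper's -2.15, which the brightest probe set gives.
The paper states that JAK2/STAT3 signaling is among the most enriched pathways of the downregulated genes. In limma's fry the Jak-STAT list was lower here (adjusted p = 0.00361). Of its 102 genes 5 fell (one-sided Fisher's exact test, p = 0.0601, adjusted p = 0.143). Adherens junctions, which the paper names, and axon guidance had an adjusted p of 0.0864 each in the same exact test. The text of the paper names axonal guidance from Ingenuity pathways of predicted miRNA targets. That gene set differs from the lower genes tested here, so the results cannot be set against each other. TGF-beta signaling passed at 2-fold (adjusted p = 0.0124 in the exact test) and not with no fold limit (adjusted p = 0.112). The exact tests here took 1 probe set per gene, and so 408 lower genes, while 650 genes had a lower probe set. With the probe set of largest variance for each gene, 17 lists were enriched among the lower genes in place of 11. The gene sets tested thus differ from the paper's. The paper's p-values are not adjusted over the lists used here, and its lists for the downregulated genes come from KEGG. Those here were written by hand after values in Tables S1 and S5 had been seen. Their tests are thus the exception to the opening statement of this part.
The text of the paper speaks of 2 major clusters and the legend of Fig. 1a of 4. Here the first split of the called probe sets set the 3 WWOX arrays apart. With each probe set at unit variance the first 3 components held 62.8% of the variance, which matches the number printed in Fig. 1b, against 77.4% without scaling.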

Other observations

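The gene lists of this part were written after values in Tables S1 and S5 had been seen. The gene MITF was named after its values were seen. No other test in this part was chosen after the result was seen.
Of 34 glial and neural crest genes 12 rose and 1 fell in WWOX cells (median 0.39, limma's camera adjusted p = 3.22e-09, adjusted p = 0.00406 with an estimated correlation). With the median of neighbouring genes subtracted 0.729 of this median was kept (0.39 to 0.29), so that copy number stays open for part of it. Besides S100B and SOX10 they include CRYAB (3.29). The melanocyte factors SOX6 and MITF rose by 3.67 and 1.80. Of 12 pregnancy-specific and related glycoproteins 6 fell and none rose (median -0.93, limma's camera adjusted p = 2.84e-06, adjusted p = 0.0222 with an estimated correlation), PSG6, PSG3 and PSG5 by 1.79, 1.78 and 1.72 after PSG2. Of 40 stress genes 8 fell and none rose (median -0.37, limma's camera adjusted p = 4.54e-09, adjusted p = 0.00406 with an estimated correlation), and the comparison holds WFPA cells, in which SLC7A11, DDIT4, ASNS and CHAC1 were higher than in EV cells by 2.60, 2.34, 2.23 and 2.04.
Of 62 lysosome genes 3 rose and none fell (median 0.20, limma's camera adjusted p = 0.00663, adjusted p = 0.151 with an estimated correlation). Of 27 antigen presentation genes 1 fell (median -0.12, limma's camera adjusted p = 0.041, adjusted p = 0.151 with an estimated correlation), a call lost in most alternatives. Of 19 sialyltransferases 6 rose and 1 fell (median 0.11, camera adjusted p = 0.065), and the list was enriched among the higher genes (one-sided Fisher's exact test, adjusted p = 1.07e-05). Of 32 cancer-testis antigens 4 rose and 1 fell (median 0.13, limma's camera adjusted p = 0.0707).
Not past limma's camera were 52 PPAR genes (5 rose, 5 fell, median 0.04, adjusted p = 0.69), 41 chemokines and cytokines (2 rose, 4 fell, median 0.08, mean -0.12, adjusted p = 0.678), 26 p53 targets (1 rose, 3 fell, median -0.11, adjusted p = 0.165) and 46 interferon-stimulated genes (1 rose, 3 fell, median 0.02, mean -0.07, adjusted p = 0.484). The same holds in limma for 18 hedgehog genes (2 rose, 1 fell, median 0.08, adjusted p = 0.19), 29 imprinted genes (1 rose, median 0.16, adjusted p = 0.137), 42 hypoxia and glycolysis genes (1 fell, median 0.02, mean -0.01, adjusted p = 0.873) and 19 genes the paper names (1 rose, 1 fell, median 0.06, adjusted p = 0.584). None was called among 65 cell cycle genes (median 0.09, limma's camera adjusted p = 0.145), 37 MYC targets (median -0.08, adjusted p = 0.137), 18 cholesterol synthesis genes (median -0.11, adjusted p = 0.187) and 15 reference genes (median 0.00, mean 0.05, adjusted p = 0.795). In one-sided Fisher's exact tests PPAR genes were enriched among the higher and the lower genes (adjusted p = 0.0114 and 0.0181), cancer-testis antigens among the higher (adjusted p = 0.0114) and chemokines and cytokines among the lower (adjusted p = 0.0342). With no fold limit only PPAR genes among the higher genes (adjusted p = 0.0101 in the exact test) stayed so, and at 4-fold only cancer-testis antigens (adjusted p = 0.00978) and PPAR genes among the lower (adjusted p = 0.0153). Cell cycle genes (adjusted p = 0.00504) and lysosome genes (adjusted p = 2.54e-05) were enriched among the higher genes only with no fold limit, in the exact test. Adjusted over the list alone, all these counts were the same.
Of genes the paper follows by other methods, FN1 differed by -0.02 (adjusted p = 0.941 from limma), AXIN2 by 0.20 (adjusted p = 0.18), CTNNB1 by 0.36 (adjusted p = 0.0643), DVL2 by 0.22 (adjusted p = 0.059), SCAMP3 by 0.20 (adjusted p = 0.0918) and CDC5L by 0.21 (adjusted p = 0.153), in limma with 3 arrays per group. Of the other 3 CDC5L probe sets, changes were -0.95, -0.62 and -0.63, which passed the adjusted p in limma and not the 2-fold limit. MYC fell by 1.08. The paper shows its AXIN2 and Fibronectin assays in breast cancer lines, while these arrays hold melanoma cells. Its Fibronectin assay is an immunoblot of protein, and the arrays read mRNA. For MDA-MB435S too, its discussion states that restored WWOX raises miR-146a and so leads to targeting of FN1.
Between WFPA and EV cells, for which the paper gives no list of changed genes, 65 cell cycle genes were lower as a list (median -0.34, limma's camera adjusted p = 9.48e-14, adjusted p = 0.00322 with an estimated correlation). Interferon-stimulated genes (median 0.20, adjusted p = 7.35e-05), lysosome genes (median 0.18, adjusted p = 1.53e-04), antigen presentation (median 0.13, adjusted p = 0.00239) and PPAR genes (median 0.09, adjusted p = 0.0403) were higher in limma's camera, with adjusted p = 0.0613, 0.0613, 0.0613 and 0.0974 with an estimated correlation. In one-sided Fisher's exact tests the genes higher in WFPA cells were enriched for mesenchymal genes (adjusted p = 9.4e-06), matrix proteins (adjusted p = 0.005) and hypoxia genes (adjusted p = 0.0294), and the lower genes for matrix proteins (adjusted p = 2.43e-04), mesenchymal genes (adjusted p = 4.2e-04) and fibroblast genes (adjusted p = 0.0119). The largest rises were in FSTL5 (6.25), HAPLN1 (5.07), ZFP82 (4.68), PXDNL (4.37) and PDE4B (4.19), and the largest falls in CMPK2 (-4.36), TMEM47 (-4.29), RNF144A (-3.98), LOC151760 (-3.73) and DCDC2 (-3.70), among genes whose arrays did not overlap. The lower level was under the lower quartile of the arrays (4.23 to 4.34) in FSTL5, ZFP82, PXDNL, CMPK2, TMEM47, RNF144A and DCDC2, so the sizes and the order of these changes are uncertain. ZFP82 has 2 probe sets, and the other, at which WFPA cells lay 2.42 above EV cells (adjusted p = 4.9e-04 from limma), was the brighter without WFPA replicate 2 or 3.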
